A study of Mus musculus with 6 samples. Its data were reported in "FOXR2 Targets LHX6+/DLX+ Neural Lineages to Drive Central Nervous System Neuroblastoma" (2024).

How the data were processed

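Nuclei of mouse brain tissue with lesions were profiled with the 10x Multiome assay, which reads RNA and chromatin accessibility (ATAC-seq) from the same nucleus. The lesions were made by in utero electroporation, the delivery of plasmids into the brain of the embryo. The series covers 3 libraries: Foxr2 p53LOF replicate 1, Foxr2 alone replicate 1 and Foxr2 alone replicate 2. Each library is listed as an RNA and an ATAC record, which makes 6 records. The groups were taken from the labels.

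The deposited matrices hold counts: UMIs per gene and transposition events per peak in each barcode, which the authors made with Cell Ranger ARC and its default parameters. The authors aligned the reads to mm10 plus vector sequences (piggyBac transposase, Akaluc and GFP, an H3.3 construct, a p53 guide with Cas9, and shATRX), and called cells and peaks in each library on its own. No further normalization was applied by the authors to the deposited counts. The matrices of Foxr2 p53LOF replicate 1 and Foxr2 alone replicate 1 had 32298 genes and 13 vector features. Of Foxr2 alone replicate 2, the barcodes and the peak list were used, and its counts were not analysed here. So 2 libraries, 1 per genotype, carry every comparison of counts.

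Peak counts were even in 80.7% of the nonzero entries of Foxr2 p53LOF and in 82.9% of those of Foxr2 alone, the pattern of 2 events per fragment. Limits on fragments in peaks were therefore applied to peak counts divided by 2. Nuclei were kept with a mitochondrial share of at most 5%, at least 400 genes and at least 400 fragments in peaks, and below upper limits on genes, UMIs and fragments that differed between libraries and followed the methods of the study. The limits on enrichment at transcription start sites and on nucleosome signal need fragment files and were not applied. Doublets were called per library with the Scrublet method in scanpy 1.11.5 at its automatic threshold, with an expected rate of 8%. The doublet caller of the study was not used here. Scrublet marked 353 nuclei of Foxr2 p53LOF (4.05%) and 540 of Foxr2 alone (6.10%), and these were removed.

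The kept nuclei of both libraries were clustered jointly without integration. UMIs were scaled to 10000 per nucleus and log-transformed, 2000 variable genes and 30 principal components were used, and Leiden clustering (leidenalg 0.10.2) ran on 20 nearest neighbours at resolution 0.5 with seed 100. Genes found in fewer than 10 nuclei were left out. The 80 genes of the lists fixed beforehand and all vector features were kept out of the variable genes, so that their values did not shape the clusters. Clusters were called neuron-like, OPC-like (oligodendrocyte precursor cell), COP-like (committed oligodendrocyte precursor), oligodendrocyte-like, astrocyte-like, immune-like or endothelial-like from markers fixed before the data were examined, together with the tests, the gene lists, the rule for named genes and all but 1 of the alternatives. Ependymal, mural and fibroblast markers named no cluster. Glia-like is the sum of the OPC-like, COP-like, oligodendrocyte-like and astrocyte-like classes. A marker counted for a cluster when it was at least 2-fold above the 25th percentile of the clusters. A cluster needed at least 3 such markers and a median log2 fold of at least 1. Its median also had to be at least 1 above that of any class of another kind, with the glia-like classes taken as 1 kind. Between glia-like classes closer than 1, markers among the 10 leading genes of the cluster decided, and then the higher median. A cluster was also left unnamed when its median UMIs were low for its library and no marker of its class was among these 10 genes. These naming thresholds were set after the data were seen, and left 6.53% of the nuclei of Foxr2 p53LOF and 0 nuclei of Foxr2 alone without a name.

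UMIs were summed over the nuclei of a class in a library and given as CPM, the UMIs of a gene per 1000000 UMIs of the class. Exact Poisson intervals at 95% were used for counts and for ratios of counts, and exact binomial (Clopper-Pearson) intervals at 95% for shares. These intervals cover counting error only. The floor of a value was 3 counts. Where the other library had 0 UMIs, the ratio was computed against that floor over the summed class. Because there is 1 library per genotype, there are no replicates, no test was made and no p-value is given. Differences are between these libraries. For shares of nuclei with a UMI, each nucleus was thinned to 1000 UMIs and shallower nuclei were left out. Immune-like nuclei served as background, as a class that should not hold the vectors or neuronal genes.

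Proliferating nuclei were those with a UMI of Mki67 or Top2a after thinning. For the list of 22 p53 targets, the median log2 ratio of CPM plus 1 was set beside 10000 random lists of the same size matched on mean expression. Genes past a 2-fold difference had at least 10 CPM in 1 library and an absolute log2 ratio of at least 1. Named genes beyond the lists were, in neuron-like and in glia-like nuclei, the 5 highest and the 5 lowest log2 ratios among genes with at least 10 CPM and 30 UMIs in 1 library, vector features left out. Promoter accessibility was the sum of ATAC counts in peaks that overlap 2 kb on either side of the transcription start sites, per 1000000 ATAC counts of the class. Peaks of different libraries were shared when they overlapped by at least 1 bp (bedtools 2.31.1). Chromosome dosage was the log2 ratio of the share of UMIs or ATAC counts on each of 19 autosomes in a cluster over that in the immune-like and endothelial-like nuclei of the same library. Gene coordinates are on mm10 from GENCODE release M21. The annotation and strand the authors counted with are not stated, so genes that overlap another gene are marked as uncertain.

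Alternatives were other filters on nuclei, no doublet removal, clustering at resolution 0.2 and 1.0, thinning to 2000 UMIs or none, at least 2 UMIs over 12 proliferation genes, pseudocounts of 0.1 and 5 CPM, filters at 0 and 50 CPM, scaling by TMM (edgeR 4.0.16) or by median-of-ratios size factors (DESeq2 1.42.0), windows of 10 kb around start sites, shares of nuclei in place of counts, stricter peak overlap, and another dosage reference. The limits on peak counts without division by 2 were added after the data were seen. The lists used for other observations cover cortical and striatal, hypothalamic, thalamic, midbrain, and hindbrain and spinal neurons, glia outside the telencephalon, interferon-induced genes, immediate early and heat shock genes, and glucocorticoid-induced genes. Results that need withheld genes are not reported here, and the panel and the promoter list are given without them.

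The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9 and R 4.3.3. The steps over all genes were tested on simulated data drawn from the summed counts of both libraries, with 200 genes changed by known amounts. Of these, 100% passed the threshold among 9741 neuron-like genes, 100% among 10380 glia-like genes and 99.5% among 10573 immune-like genes. Unchanged genes past the threshold numbered 0, 0 and 289, respectively. A shift of -1 put into the list of 22 genes came back as -0.81 in neuron-like, -0.90 in glia-like and -0.87 in immune-like nuclei. Of 1000 simulated intervals for a ratio of 2 counts, 95.9% held the true value. A simulated 1.5-fold gain of chromosome 6 over 30364 genes and 110742 peaks in Foxr2 p53LOF came back as 0.55 in RNA and 0.55 in ATAC, and 0 other chromosomes were called. Both sides of that simulation were drawn from immune-like and endothelial-like nuclei, so it does not test calls between cell types.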

Results

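Mouse brain tissue with lesions made by in utero electroporation was profiled as single nuclei, with RNA and open chromatin read from the same nucleus. By the design of the study, every library came from tissue given Foxr2 overexpression, and Foxr2 p53LOF was also given a p53 loss of function. The study describes the Foxr2 alone lesions as ones that do not proliferate. The 3 libraries held 22125 barcodes. Of these, 10379 belonged to Foxr2 p53LOF replicate 1, 10096 to Foxr2 alone replicate 1 and 1650 to Foxr2 alone replicate 2. The barcodes of Foxr2 p53LOF replicate 1 had 96929539 UMIs and 102529894 ATAC counts in peaks. Those of Foxr2 alone replicate 1 had 59719847 UMIs and 118436178 ATAC counts. After the filters, 8359 nuclei of Foxr2 p53LOF and 8316 nuclei of Foxr2 alone were kept, 16675 in all. The kept nuclei held a median of 5527 UMIs and 2605 genes in Foxr2 p53LOF and of 3637 UMIs and 2028 genes in Foxr2 alone. Their median ATAC counts were 6859 and 8983.5, respectively. Minimums of 1000 genes and 1000 peak counts moved the number of kept nuclei most, to 5340 in Foxr2 alone. Every comparison of counts set 1 library against 1 library, without replicates, so the intervals, all at 95%, cover counting error only. RNA of the Y-linked gene Uty was read in both libraries, at 342 CPM in Foxr2 p53LOF and 224 CPM in Foxr2 alone.

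The first question was whether the electroporated genes could be read in each library. Foxr2 (ENSMUSG00000071665) lies on mm10 chromosome X, 153118786 to 153132861, and Trp53 (ENSMUSG00000059552), the gene of p53, on chromosome 11, 69580359 to 69591873. Reads of the Foxr2 transgene and of the endogenous gene could not be told apart. The kept nuclei had 2555 Foxr2 UMIs in Foxr2 p53LOF (42.6 CPM) and 143 in Foxr2 alone (3.61 CPM). Trp53 was read at 33.6 CPM in Foxr2 p53LOF and at 12.9 CPM in Foxr2 alone. The RNA reads tag the 3' end of transcripts, so the Trp53 level does not check the loss of function. Both the p53 guide and Cas9 had 0 UMIs in both libraries. In neuron-like nuclei, Foxr2 stood at 11.8 CPM [10.5, 13.3] in Foxr2 p53LOF and at 2.57 CPM [2.05, 3.18] in Foxr2 alone, a log2 ratio of 2.20 [1.85, 2.57]. Applying the filter limits to peak counts instead of fragments moved this ratio most, to 1.75. In glia-like nuclei the values were 68.0 CPM [64.8, 71.3] and 9.83 CPM [7.46, 12.7], a log2 ratio of 2.79 [2.41, 3.19]. Immune-like nuclei, the background, held 29.0 CPM [25.0, 33.4] in Foxr2 p53LOF and 0 UMIs in Foxr2 alone, which made the former at least 5.50-fold higher against the floor over the class. In CPM the neuron-like level of Foxr2 was thus below the background in Foxr2 p53LOF. Per nucleus it was not, with 0.132 UMIs [0.118, 0.148] in neuron-like and 0.105 [0.0902, 0.121] in immune-like nuclei, so neuron-like Foxr2 is not placed above or below the background there. In Foxr2 alone the background had an upper bound of 6.48 CPM, which the glia-like interval lay above, and a neuron-like level below that bound was not separable from background at this depth. The log2 ratio of Trp53 was 0.26 [0.04, 0.47] in neuron-like, 1.52 [1.23, 1.82] in glia-like and -0.22 [-0.80, 0.42] in immune-like nuclei.

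After thinning, 1.11% of neuron-like nuclei of Foxr2 p53LOF had a Foxr2 UMI (11.99% unthinned), against 0.331% in Foxr2 alone (1.70% unthinned). The thinned shares in glia-like nuclei were 5.54% (27.1% unthinned) and 0.926% (1.41% unthinned). Immune-like nuclei gave 2.82% in Foxr2 p53LOF (8.85% unthinned) and 0 of 281 nuclei in Foxr2 alone, with an upper bound of 1.30%. Thinning left out 0 neuron-like, 14 glia-like and 38 immune-like nuclei of Foxr2 p53LOF. It left out 18, 915 and 144 nuclei of Foxr2 alone, in the same order. Median UMIs before thinning were 9951, 5090 and 2660.5 in the neuron-like, glia-like and immune-like nuclei of Foxr2 p53LOF. In Foxr2 alone they were 7304, 1263 and 1132. The neuron-like share of Foxr2 p53LOF lay below the immune-like share after thinning and above it without thinning, so their order depends on depth. In Foxr2 alone, 281 immune-like nuclei were too few to set the thinned shares apart from background. The GFP of the tumor vector had 19415 UMIs in Foxr2 p53LOF (324 CPM) and 1149 in Foxr2 alone (29.0 CPM). GFP stood at 540 CPM in glia-like and 76.1 CPM in neuron-like nuclei of Foxr2 p53LOF, with 222 CPM in immune-like nuclei. In Foxr2 alone the glia-like, neuron-like and immune-like values were 85.0, 19.2 and 19.3 CPM. In Foxr2 p53LOF only the unnamed cluster 2 passed 3 times the immune-like level of Foxr2, at 8.77 times. In Foxr2 alone, where immune-like nuclei had 0 UMIs, astrocyte-like cluster 18 was at 3.61 times the floor of 5.27 CPM, and whether other clusters exceed the background by as much was not measurable.

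**Figure D1:**
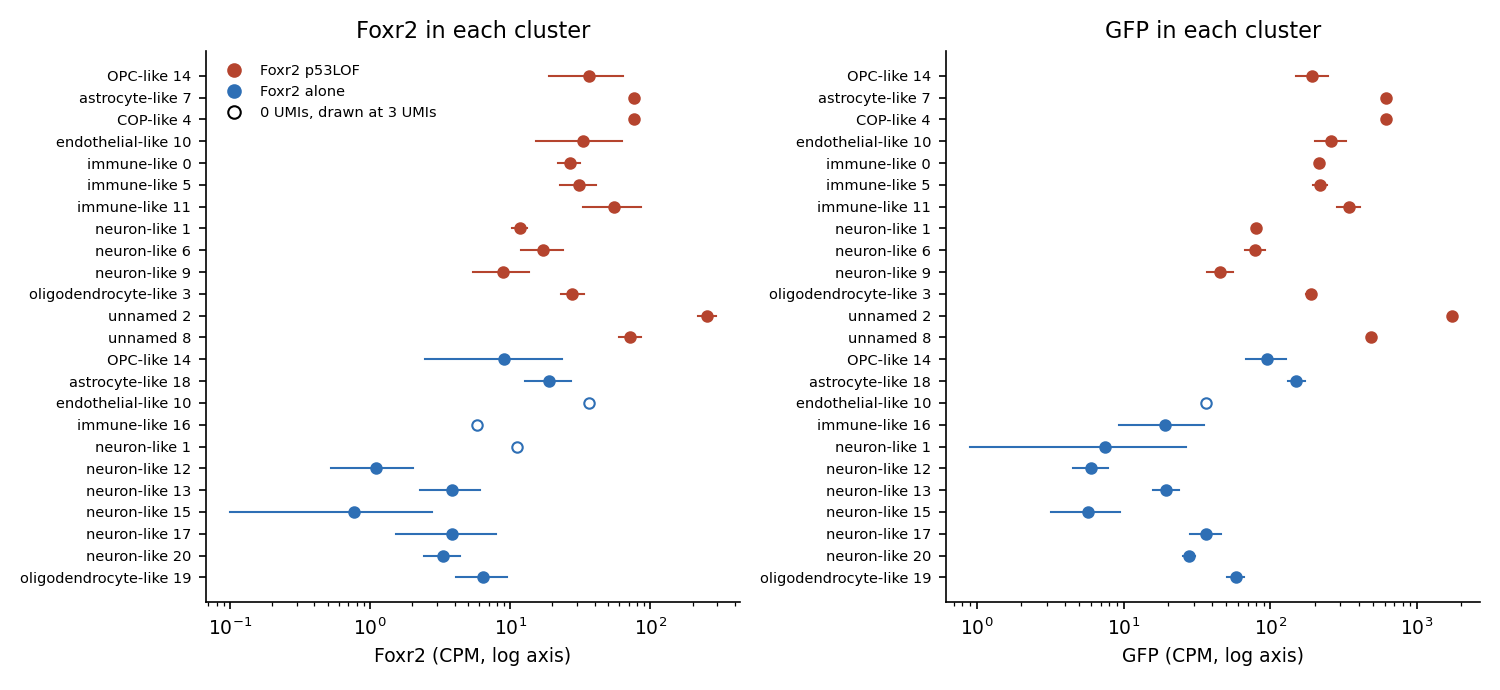
Foxr2 and GFP level per cluster and library, in CPM on a log axis, with 95% Poisson intervals; open circles are clusters with 0 UMIs, drawn at the level of 3 UMIs. Cluster 2 of Foxr2 p53LOF had the highest Foxr2 value, 254 CPM, and also held 1729 CPM of GFP.

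The next question was how neuron-like and glia-like nuclei divided the libraries of each genotype. Joint clustering gave 21 clusters, of which only clusters 10 and 14 mixed the libraries, while the other clusters came at least 97.6% from 1 library. A cluster mostly of 1 library may be that library, not a type. Neuron-like nuclei made up 26.9% [26.0, 27.9] of Foxr2 p53LOF, 2251 of 8359 nuclei, mostly in cluster 1 with 1841 nuclei. They made up 51.1% [49.98, 52.1] of Foxr2 alone, 4246 of 8316 nuclei, led by cluster 20 with 2065 nuclei and cluster 12 with 928. The neuron-like share of Foxr2 alone moved most with minimums of 1000 genes and 1000 peak counts, to 76.9%. Glia-like nuclei were 44.0% [42.9, 45.1] of Foxr2 p53LOF and 43.5% [42.4, 44.6] of Foxr2 alone, a difference within the counting intervals. This near equality depended on the filters, as minimums of 1000 genes and 1000 peak counts gave 49.2% and 20.7%, and limits on peak counts gave 46.5% and 52.9%. The glia-like nuclei were not of the same kinds. Foxr2 p53LOF held 1524 nuclei in oligodendrocyte-like cluster 3, 1195 in COP-like cluster 4 and 857 in astrocyte-like cluster 7, whereas Foxr2 alone held 3016 in oligodendrocyte-like cluster 19 and 428 in astrocyte-like cluster 18. COP-like nuclei were 14.3% [13.6, 15.1] of Foxr2 p53LOF, and 2 such nuclei were found in Foxr2 alone. Immune-like nuclei were 21.6% [20.8, 22.5] of Foxr2 p53LOF, led by cluster 0, and 5.11% [4.65, 5.61] of Foxr2 alone, led by cluster 16. The unnamed nuclei, 6.53% [6.01, 7.08] of Foxr2 p53LOF, formed cluster 2, led by Pomc and the heat shock genes Hspa1a and Hspa1b, and cluster 8, with markers of both astrocytes and immune cells. Cluster 2 passed the marker thresholds for astrocytes, with 7 of 8 markers. It was left unnamed for its low median of 1562 UMIs with no marker among its leading genes. Immune-like cluster 11 was led by genes of T cells such as Gzmb and Prf1. The names were rebuilt from markers, so a difference from the cell types of the study may come from the naming. The study counted cells over 3 libraries, and the shares above are over the 16675 nuclei of 2 libraries.

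**Figure D2:**
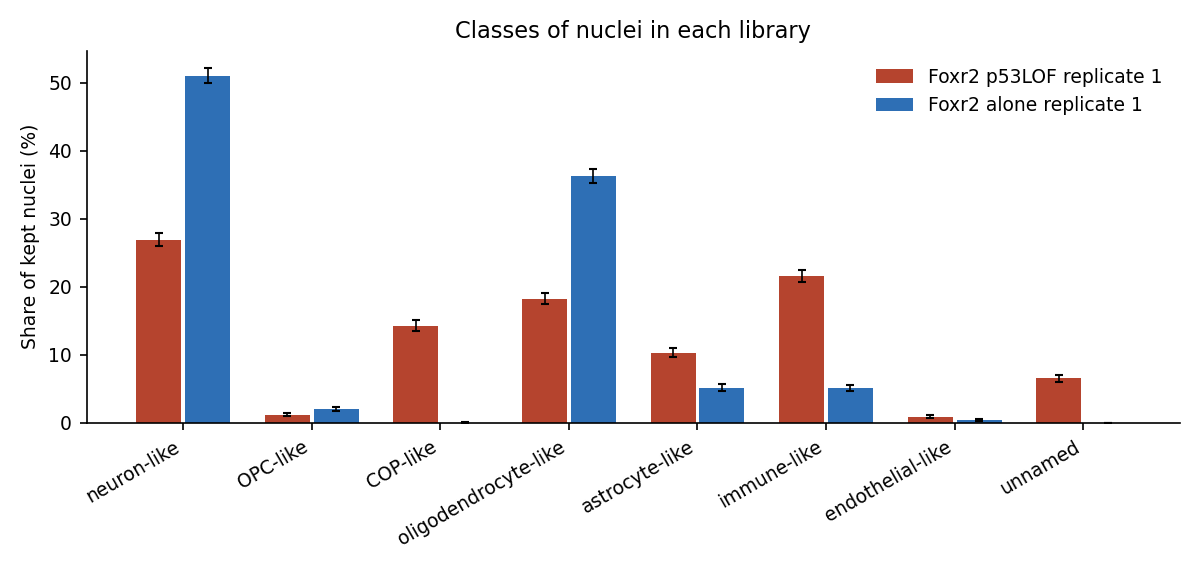
Share of kept nuclei in each class, in percent, with exact 95% intervals for counting error, for Foxr2 p53LOF (red) and Foxr2 alone (blue). The neuron-like bars stand at 26.9% and 51.1%.

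A panel of 12 transcription factors that mark regions of the telencephalon was compared to ask which lineage the neuron-like nuclei carried. In Foxr2 p53LOF, 0.666% of these nuclei had an ATAC count on the Akaluc and GFP vector, against 1.22% of immune-like nuclei. The ratios thus describe mostly nuclei without a detected vector, and do not show which lineage vector-bearing nuclei carried. In glia-like nuclei of that library, where 16.9% had such a count, Lhx6 had 36 UMIs, and Dlx5 and Dlx6 had 0. In neuron-like nuclei the summed CPM of the panel had a log2 ratio of -1.96 [-2.12, -1.81], Foxr2 p53LOF over Foxr2 alone. The alternative that moved it most, limits on peak counts, gave -1.99. Lhx6 (ENSMUSG00000026890, chromosome 2, 36081953 to 36105408) had 7 UMIs in neuron-like nuclei of Foxr2 p53LOF against 143 in those of Foxr2 alone, or 0.278 against 4.33 CPM, a log2 ratio of -3.96 [-5.30, -2.88]. In immune-like nuclei of Foxr2 alone Lhx6 had 1 UMI, at 1.76 CPM [0.0445, 9.78], an interval that includes the neuron-like value. Dlx6 (ENSMUSG00000029754, chromosome 6, 6863334 to 6868568) had 6 UMIs against 485, with a log2 ratio of -5.94 [-7.40, -4.81]. The log2 ratios of Dlx1 and Dlx5 were -3.82 [-5.05, -2.80] and -5.80 [-8.86, -3.92]. Dlx2, with 0 UMIs against 66, was at least 16.7-fold lower, and Emx1, with 0 UMIs against 104, at least 26.4-fold lower. The neuron-like levels of Dlx1, Dlx2, Dlx5 and Emx1 in Foxr2 alone were 4.48, 2.00, 4.42 and 3.15 CPM. Those of Dlx1, Dlx2 and Dlx5 lay below 6.48 CPM, the upper bound at 0 immune-like UMIs there. Emx1 had 1 immune-like UMI, with an upper bound of 9.78 CPM. These levels were thus not separable from the immune-like background at this depth. In oligodendrocyte-like nuclei of that library the levels were lower, at 2.03, 0, 1.53 and 0.763 CPM in the same order. Astrocyte-like nuclei, however, held 6.55, 3.28, 2.62 and 3.28 CPM, so background was not ruled out. Tbr1 had a log2 ratio of -4.50 [-5.12, -3.94]. A pair of factors was higher in Foxr2 p53LOF, Nkx2-1 with a log2 ratio of 2.50 [1.94, 3.09] and Pax6 with 0.97 [0.63, 1.32]. Nkx2-1 stood at 5.64 CPM in Foxr2 p53LOF and had 0 UMIs in immune-like nuclei of both libraries. It was among the leading genes of neuron-like cluster 6 of Foxr2 p53LOF, with 254 nuclei, so this small cluster may carry the difference. The difference in Emx2, 0.16 [-0.54, 0.86], lay within counting error, and both Eomes and Gsx2 had at most 3 UMIs in neuron-like nuclei of either library. Lhx6, Nkx2-1, Dlx1, Dlx6 and Pax6 overlap other annotated genes, so their counts are uncertain to that extent.

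After thinning, the Lhx6 share in neuron-like nuclei of Foxr2 alone, 0.544% [0.345, 0.815], was within the background of 0.356% [0.00901, 1.97] (2.54% and 0.235% unthinned). The Dlx6 share was 1.61% (10.1% unthinned), also inside the interval of its background, which reached 1.97%. That background came from 281 immune-like nuclei, too few to set the shares apart from it. In CPM, oligodendrocyte-like nuclei of Foxr2 alone held 1.02 of Lhx6 and 5.09 of Dlx6, below the neuron-like 4.33 and 14.7. Astrocyte-like nuclei of that library, however, held 3.93 and 13.1, so background was not ruled out. Genes of transmitter use differed between the neuron-like nuclei as well. Slc17a6 had 253 CPM in Foxr2 p53LOF and 6.02 CPM in Foxr2 alone, a log2 ratio of 5.39 [5.19, 5.60]. Slc17a7 went the other way, with a log2 ratio of -5.78 [-6.13, -5.46], and so did Sst, with -4.07 [-4.21, -3.92]. The log2 ratios of Gad1 and Gad2 were smaller, at -0.62 and -0.36. Different clusters hold the neuron-like nuclei of each library: cluster 1 leads in Foxr2 p53LOF, and clusters 20 and 12 lead in Foxr2 alone.

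**Figure D3:**
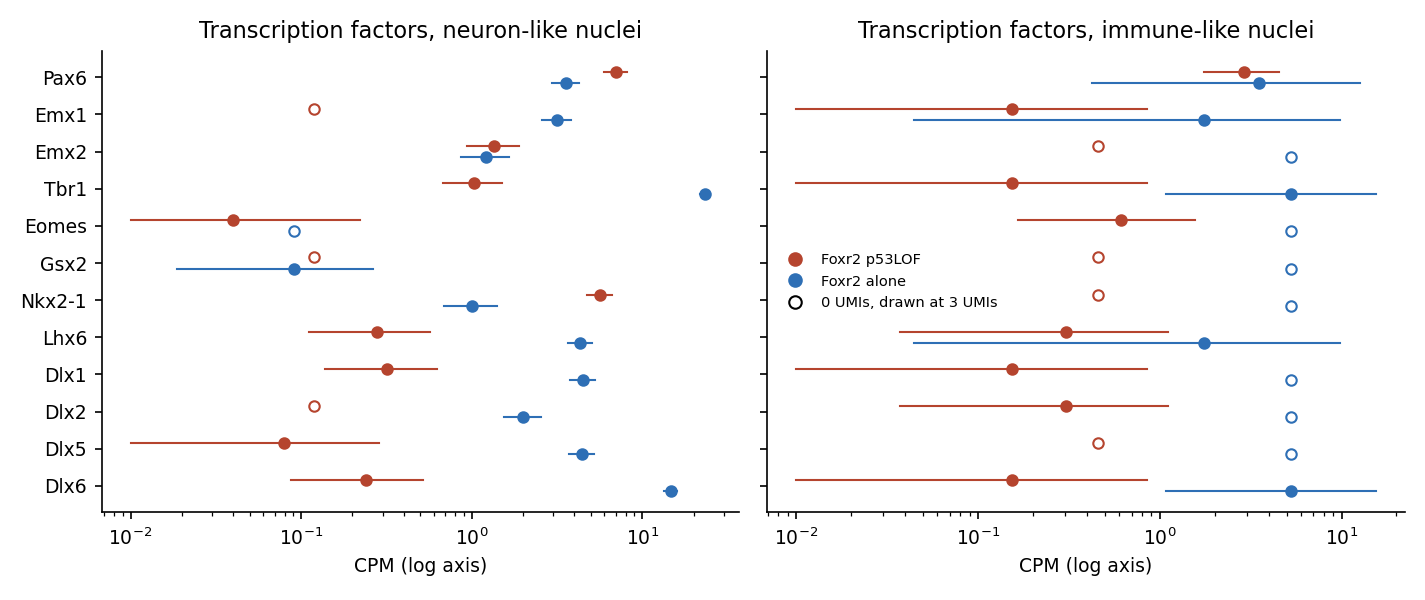
Level of the 12 transcription factors in neuron-like (left) and immune-like (right) nuclei of each library, in CPM on a log axis with 95% Poisson intervals; open circles are genes with 0 UMIs, drawn at the level of 3 UMIs. Tbr1 stands at 1.03 CPM in neuron-like nuclei of Foxr2 p53LOF and at 23.4 CPM in those of Foxr2 alone.

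Glial identity genes and genes bound by Foxr2 or linked to FOXR2-activated neuroblastoma were compared in glia-like nuclei, whose clusters differ between the libraries. Gfap was at 249 CPM in Foxr2 p53LOF and 64.5 CPM in Foxr2 alone, a log2 ratio of 1.95 [1.80, 2.10]. Pdgfra had a log2 ratio of 1.05 [0.90, 1.19] and Nfib of 1.32 [1.25, 1.38]. Olig1 was lower in Foxr2 p53LOF, with a log2 ratio of -1.75 [-1.88, -1.62], and Sox10 was lower with -0.63 [-0.73, -0.53]. These values also depend on the mix of classes. The difference in Olig2, 0.13 [-0.07, 0.34], lay within counting error over all glia-like nuclei, but in astrocyte-like nuclei Olig2 was higher in Foxr2 p53LOF, with 2.77 [1.87, 3.84]. Ets1 (ENSMUSG00000032035, chromosome 9, 32636221 to 32757820) was at 30.1 CPM and 2.20 CPM, a log2 ratio of 3.77 [2.99, 4.69], and immune-like nuclei held 54.1 and 40.4 CPM of it. Myc had a log2 ratio of 3.35 [2.29, 4.67], with 12.1 CPM against 1.19 CPM. Mycn did not differ beyond counting error, at -0.05 [-1.37, 1.53]. Ankrd55 had a log2 ratio of 3.89 [3.72, 4.07] in neuron-like nuclei. Gpd1 went the other way, with -1.84 [-2.22, -1.47] in neuron-like and -0.38 [-0.62, -0.14] in glia-like nuclei. In oligodendrocyte-like nuclei, however, it had 0.28 [-0.03, 0.59]. Its neuron-like levels were 2.94 and 10.5 CPM, and immune-like nuclei held 7.81 and 8.78 CPM, the latter from 5 UMIs. Neither neuron-like level was thus set above background. Zfp536 had -0.61 [-0.66, -0.56] over all glia-like nuclei, but it was higher in Foxr2 p53LOF in oligodendrocyte-like nuclei, with 0.28 [0.23, 0.34]. Its log2 ratio was 1.49 [0.97, 2.07] in astrocyte-like and 2.14 [1.31, 3.05] in OPC-like nuclei. Their levels were 57.1 against 20.3 CPM and 160 against 36.3 CPM. Immune-like nuclei held 141 against 24.6 CPM, so the astrocyte-like and OPC-like differences were not separable from background.

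Proliferation was compared between the genotypes by the share of nuclei with a UMI of Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) or Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189). In Foxr2 p53LOF it was 7.25% [6.70, 7.83], 596 of 8225 nuclei, with 134 shallower nuclei left out. In Foxr2 alone it was 0.360% [0.235, 0.526], 26 of 7232 nuclei, with 1084 left out. The unthinned shares were 19.98% and 1.67%. No thinning moved the share of Foxr2 p53LOF most. At least 2 UMIs over 12 proliferation genes moved that of Foxr2 alone most, to 6.35%, against 8.63% in Foxr2 p53LOF. Under that definition the glia-like order reversed, with 12.5% in Foxr2 p53LOF and 16.7% in Foxr2 alone. Anln, which is in that list, was read at 788 CPM in oligodendrocyte-like nuclei of Foxr2 alone. By Mki67 or Top2a, the glia-like share was 8.13% [7.27, 9.07] in Foxr2 p53LOF (23.3% unthinned) and 0.259% [0.104, 0.533] in Foxr2 alone (0.360% unthinned). Among neuron-like nuclei it was 1.02% [0.649, 1.53] (10.4% unthinned) and 0.449% [0.271, 0.701] (2.97% unthinned), intervals that overlap. COP-like nuclei of Foxr2 p53LOF reached 13.1% [11.2, 15.1] (38.2% unthinned). Oligodendrocyte-like nuclei of the same library had 2.91% [2.12, 3.89] (5.50% unthinned), a share above the neuron-like share after thinning and below it without thinning, so whether the neuron-like share exceeds background was not settled. Immune-like nuclei had 12.03% [10.6, 13.6] in Foxr2 p53LOF (23.3% unthinned) and 0 of 281 in Foxr2 alone.

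A list of 22 p53 targets was compared to ask whether it fell with p53 loss of function. Its median log2 ratio was -0.21 in neuron-like nuclei, at percentile 27.5 of the random lists, whose central range was -0.46 to 0.30. In glia-like nuclei it was -0.28, at percentile 13.4, with random lists between -0.50 and 0.57. In immune-like nuclei it was 0.33, at percentile 91.1, with random lists between -0.45 and 0.39. The list thus lay inside the random lists in each of these classes. Only list genes with at least 10 CPM moved it most, to -0.45 over 11 genes in neuron-like and -0.53 over 16 genes in glia-like nuclei. Of the 22 genes, 17 were lower in Foxr2 p53LOF in neuron-like nuclei, 13 in glia-like nuclei and 8 in immune-like nuclei. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727, overlapping AC167363.2 and thus uncertain) was at 17.8 CPM in glia-like nuclei of Foxr2 p53LOF and at 383 CPM in those of Foxr2 alone, a log2 ratio of -4.43 [-4.58, -4.28]. Its log2 ratio was -2.22 [-2.59, -1.87] in neuron-like and -1.58 [-2.05, -1.09] in immune-like nuclei, so it was lower in Foxr2 p53LOF in each of these classes. Immune-like nuclei should not hold the vectors, so the Cdkn1a difference cannot be put down to p53 loss of function alone. The neuron-like levels, 3.02 and 14.1 CPM, lay below the immune-like background of 27.6 and 82.5 CPM. The neuron-like difference was thus not separable from background.

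Over all genes, the question was how far the libraries differed in each class. Of 10586 neuron-like genes, 1347 were at least 2-fold higher in Foxr2 p53LOF and 1921 in Foxr2 alone. Of 11218 glia-like genes the counts were 2499 and 2354, and of 11128 immune-like genes they were 1798 and 2381. The immune-like counts show how far the libraries differ in a class that should not hold the vector, although the 569528 UMIs of that class in Foxr2 alone make its counts noisier. As a ratio, a filter at 50 CPM moved these counts most, to 582 and 708 in neuron-like nuclei. In number of genes no filter moved them more, to 2319 and 3230. Of the immune-like genes past the threshold, 43.0% were higher in Foxr2 p53LOF, and this became 59.6% under TMM and 60.5% under size factors. The median log2 ratio of all genes was -0.05 in neuron-like, 0.09 in glia-like and -0.13 in immune-like nuclei.

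The 5 neuron-like genes furthest toward Foxr2 p53LOF were Gbp2, Slc6a3, Ttc6, Ebf3 and Tcf7l2, with log2 ratios of CPM plus 1 from 5.85 to 6.27. Gbp2 (ENSMUSG00000028270, chromosome 3, 142620602 to 142638008) had 1972 UMIs against 1, and its log2 ratio in immune-like nuclei was 5.96. Slc6a3 (ENSMUSG00000021609, chromosome 13, 73536747 to 73578672) had 84.1 CPM against 0.182 CPM, and 2055 of its 2115 neuron-like UMIs in Foxr2 p53LOF came from cluster 9, with 131 nuclei, which was led by Slc6a3, Slc18a2 and Ddc. In immune-like nuclei Slc6a3 had 25 UMIs and Ttc6 had 2, against 0 in Foxr2 alone, levels below the floor there, so no difference was detectable. The immune-like log2 ratios of Ebf3 and Tcf7l2 were -0.60 and -0.55. Among those furthest toward Foxr2 alone were Ppp1r1b, Gm13269, Gm28376 and Nrgn, with log2 ratios from -7.21 to -5.62. Ppp1r1b (ENSMUSG00000061718, chromosome 11, 98348404 to 98357796) had 0.199 CPM against 176 CPM, and its immune-like log2 ratio was -6.28. That of Nrgn (ENSMUSG00000053310, chromosome 9, 37544492 to 37552904) was -7.43, and that of Gm13269 was -4.28. In Foxr2 alone, Nrgn and Ppp1r1b stood at 395 and 176 CPM in neuron-like and 330 and 112 CPM in immune-like nuclei. Background may thus make up part of their neuron-like levels. Gm28376 had 3 immune-like UMIs against 1.

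In glia-like nuclei, Hmga2, Iigp1, Gm4951, Gbp4 and Col4a6 lay furthest toward Foxr2 p53LOF, with log2 ratios of CPM plus 1 from 8.65 to 9.28. Hmga2 (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) had 936 CPM against 0.508 CPM, the latter from 3 UMIs, and it had 456 immune-like UMIs against 0. Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634) had 804 CPM against 0.678 CPM, and 2887 immune-like UMIs against 0. The immune-like log2 ratio of Gm4951 was 4.58 and that of Gbp4, with 1 UMI in Foxr2 alone, was 5.58. Col4a6 had 149 immune-like UMIs against 0. Furthest toward Foxr2 alone were Nrgn, Gm4710, Pcp4, Ppp1r1b and Fam107a, with log2 ratios from -7.72 to -6.32. Their immune-like log2 ratios ran from -7.43 for Nrgn to -4.37 for Fam107a, except that Gm4710 had 0 UMIs against 1. In Foxr2 alone, Nrgn, Pcp4 and Ppp1r1b stood at 391, 374 and 124 CPM in glia-like and 330, 349 and 112 CPM in immune-like nuclei. The glia-like differences of these genes were thus not separable from background. Gm4710 and Fam107a stood at 106 and 179 CPM in glia-like against 1.76 and 38.6 CPM in immune-like nuclei. Of the genes named in both classes, Gbp2, Slc6a3, Hmga2, Iigp1, Gm4951, Gbp4, Col4a6, Gm4710 and Fam107a were among the variable genes that shaped the clusters. Ttc6, Ebf3, Tcf7l2, Gm13269, Gm28376, Ppp1r1b, Hmga2, Gm4951, Gbp2, Gbp4, Col4a6 and Pcp4 overlap other annotated genes and are uncertain in that respect.

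Promoter accessibility was compared between glia-like and neuron-like nuclei within each library, for 18 genes of neuronal and glial identity and Foxr2 binding. A peak was found for 17 of them in Foxr2 p53LOF and 15 in Foxr2 alone, and no peak for Foxr2 within 2 kb in either. Within 10 kb Foxr2 had 1 peak in Foxr2 p53LOF, with 550 glia-like and 17 neuron-like counts, a log2 ratio of 4.15 [3.13, 5.22], and 0 in Foxr2 alone. This wider window spans the whole Foxr2 gene, and the Foxr2 transgene had no sequence of its own in the alignment. DNA of the transgene could thus give counts there, so this peak is not read as an open Foxr2 promoter. Within 2 kb the value was higher in glia-like nuclei for 11 of 17 genes and 10 of 15 genes. The share of nuclei with a count, in place of counts, moved the second of these most, to 7 of 15. That share is not scaled by depth. In Foxr2 alone neuron-like nuclei were deeper, with a median of 15514 ATAC counts against 7593 in glia-like nuclei. The promoter of Sox10 had a log2 ratio, glia-like over neuron-like, of 3.46 [3.03, 3.88] in Foxr2 p53LOF and 4.83 [4.50, 5.18] in Foxr2 alone. That of Olig2 was 3.97 [3.42, 4.52] and 4.30 [3.88, 4.72]. The neuronal gene Gad1 gave -0.84 [-1.22, -0.45] and -2.42 [-2.83, -2.04]. For Lhx6 the ratio was 1.74 [1.004, 2.58] in Foxr2 p53LOF, from 207 glia-like and 34 neuron-like counts, and -0.67 [-1.36, -0.03] in Foxr2 alone, from 52 and 190 counts. The Ets1 windows, over start sites from 32636248 to 32696384 on chromosome 9, gave 1.56 [1.38, 1.74] in Foxr2 p53LOF and 0.02 [-0.17, 0.22] in Foxr2 alone. Dlx2 gave 2.10 [1.64, 2.60] and 0.31 [0.04, 0.59], and the latter turned to -0.54 by share of nuclei. By the same measure Ets1 in Foxr2 alone was -0.97, and Sox9 there turned from 0.29, with an interval that included 0, to -0.75. Total ATAC counts were 19142983 in neuron-like and 34781190 in glia-like nuclei of Foxr2 p53LOF, and 59294458 and 25876048 in those of Foxr2 alone.

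**Figure D4:**
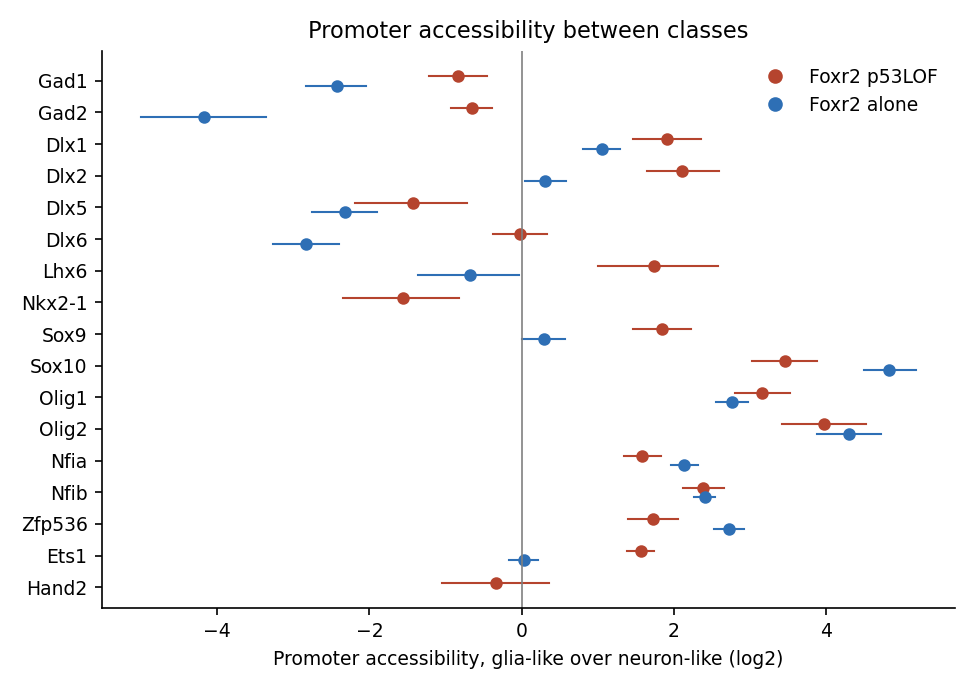
Log2 ratio of promoter ATAC counts, glia-like over neuron-like nuclei, per gene and library, with 95% intervals for counting error and a line at 0. Lhx6 lies at 1.74 in Foxr2 p53LOF and at -0.67 in Foxr2 alone.

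Peak lists were compared to ask how far open chromatin was shared between libraries, including Foxr2 alone replicate 2. The authors called 112924 peaks in Foxr2 p53LOF replicate 1, 135201 in Foxr2 alone replicate 1 and 99112 in Foxr2 alone replicate 2. These covered 96495956, 115983775 and 85114511 bp. Of the Foxr2 p53LOF peaks, 63.5% overlapped a peak of Foxr2 alone replicate 1 and 62.2% a peak of Foxr2 alone replicate 2. Of the peaks of Foxr2 alone replicate 1, 53.1% overlapped Foxr2 p53LOF and 53.8% the other replicate of Foxr2 alone. Of the peaks of Foxr2 alone replicate 2, 70.8% overlapped Foxr2 p53LOF and 73.3% Foxr2 alone replicate 1. The lists differ in length, which affects these shares. Restricting the lists to chromosomes 1 to 19, X and Y, and those of both libraries with counts also to peaks with counts in at least 1% of nuclei, moved these shares most. The list of Foxr2 alone replicate 2 was thus restricted by chromosome only, to 99075 peaks, with 69.6% of Foxr2 p53LOF peaks then shared with Foxr2 alone replicate 2. The peaks of Foxr2 alone replicate 1 were then shared to 55.6% with Foxr2 p53LOF and to 60.7% with the other replicate.

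Chromosome dosage was compared between clusters to look for gains and losses. With immune-like and endothelial-like nuclei as reference (1884 in Foxr2 p53LOF and 454 in Foxr2 alone), 8 of 133 pairs of cluster and autosome passed 0.2 in RNA and ATAC together in Foxr2 p53LOF, and 19 of 171 did in Foxr2 alone. With all nuclei of the other classes as reference, 0 and 3 pairs passed. Chromosome 17 was lower in 5 clusters of Foxr2 p53LOF and in 7 of Foxr2 alone, which were neuron-like, astrocyte-like or COP-like. Oligodendrocyte-like and OPC-like clusters had 0 pairs past the limits in either library. In COP-like cluster 4 of Foxr2 p53LOF it was -0.31 in RNA and -0.28 in ATAC. Chromosome 18 was higher in COP-like cluster 4, by 0.38 in RNA and 0.25 in ATAC, and in astrocyte-like cluster 7, by 0.32 and 0.22. Chromosome 3 was higher in cluster 7, by 0.31 in RNA and 0.20 in ATAC. Chromosome 11 was lower in 6 neuron-like clusters of Foxr2 alone, chromosome 12 higher in 4 and chromosome 14 higher in 2. The other reference includes further neuron-like and glia-like clusters and would cancel a change that they share, so whether these shifts are copy number changes was not settled.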

Values the study reported

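The study analysed 14,125 cells that passed its quality control, with n = 1 for Foxr2 p53LOF and n = 2 for Foxr2 alone. Of the neuron-like cells, it mapped 49% to cell types derived from the ganglionic eminences. By staining of tissue, 15% of cells in Foxr2 p53LOF tumors carried the proliferation marker Ki67. Neurologic symptoms arose with a penetrance of 83% under Foxr2 alone, and tumors with a penetrance of 50% under Foxr2 with p53 loss of function. The study called 11,284 binding sites of Foxr2 in a line derived from the p53LOF model, of which 96.5% lay in open chromatin.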

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

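The tests of vector ATAC counts against free RNA, of the depth of neuron-like nuclei, of transposase levels between clusters and of the number of counts at the Lhx6 promoter were chosen only after the result was seen.

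The Lhx6 promoter stood out as a difference between the groups, because its accessibility was higher in glia-like than in neuron-like nuclei in Foxr2 p53LOF and lower in Foxr2 alone. The log2 ratio was 1.74 in Foxr2 p53LOF and -0.67 in Foxr2 alone, and the effect of the genotype was not tested, since each genotype has 1 library. Too few counts for a difference between the libraries would leave 0 inside the interval of the difference over resampled nuclei. The difference was 2.42, with an interval of 1.08 to 4.12 when widened for the 18 genes tested, which argues against that. Too few counts for the direction in Foxr2 alone cannot be told apart from a lower accessibility in its glia-like nuclei, because the widened upper bound there was 0.23. What stays open is that the glia-like nuclei that hold the vector may carry the open promoter. In Foxr2 p53LOF, COP-like and astrocyte-like nuclei together had 194 counts against 13 in oligodendrocyte-like nuclei, a log2 ratio of counts per total of 2.33 [1.16, 3.81]. Most of these counts, 161, came from COP-like nuclei, of which Foxr2 alone had 2. The difference in genotype also remains open and untested.

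Counts on the vector itself are a signal in data that the comparisons of the report do not use. The peaks of Foxr2 p53LOF include 2 on the Akaluc and GFP vector, and 757 of its 8359 nuclei had a count in them. The share was 16.9% [15.7, 18.2] of glia-like nuclei against 1.22% [0.764, 1.84] of immune-like nuclei. Free RNA in the droplets, which would explain Foxr2 and GFP UMIs in every class, gives no count of vector DNA, so a share that differs between classes beyond both intervals argues against free RNA as the whole source of the difference between clusters. By cluster, the share was 27.1% in COP-like cluster 4, 33.3% in astrocyte-like cluster 7, 21.7% in cluster 2 and 0.787% in oligodendrocyte-like cluster 3. Of the nuclei with such a count, 82.3% were glia-like and 1.98% neuron-like. That the vector was integrated or kept mainly in COP-like, astrocyte-like and unnamed nuclei of this library is a candidate explanation. The genotype stays open as an untested difference, because Foxr2 alone replicate 1 had 0 peaks on the vector.

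In CPM, neuron-like nuclei of Foxr2 p53LOF held less Foxr2 than its immune-like nuclei, 11.8 against 29.0. The order depends on the measure, since per nucleus they held 0.132 UMIs against 0.105, and without thinning 11.99% against 8.85% of nuclei had a Foxr2 UMI. A depth too low to see the vector argues for fewer ATAC counts in neuron-like nuclei. Their median was 8918, above the 5524.5 of immune-like nuclei and the 5391 of oligodendrocyte-like cluster 3. It was below the 11720 of COP-like cluster 4 and the 10486 of astrocyte-like cluster 7, where many nuclei had a vector count. Unnamed cluster 2, however, had a lower median of 3973 and a vector share of 21.7%. The vector share of neuron-like nuclei was nevertheless 0.666% [0.373, 1.10]. Whether a small number of vector-bearing nuclei lies among the neuron-like nuclei cannot be told apart from background, because only 15 neuron-like nuclei had a vector count. GFP in these nuclei over the others had a log2 ratio of 0.17 [-0.71, 0.92], and Foxr2 had 1.65 [0.19, 2.79] from 6 UMIs. The immune-like background is not free of the vector either. Its 22 nuclei with a vector count had more GFP than the others, with a log2 ratio of 1.23 [0.943, 1.504], and more Foxr2, with 1.59 [0.82, 2.28]. These nuclei may be doublets with glia-like nuclei, as their glial identity genes had a log2 ratio of 0.84 [0.681, 0.998] and their median was 9513.5 UMIs against 2640. The other 1786 immune-like nuclei still held 27.0 CPM of Foxr2. A difference in genotype was not tested here.

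In Foxr2 alone, the transposase of the vector system was a signal in data that the comparisons of the report do not use, with 246 UMIs in neuron-like cluster 13. Free RNA would give cluster 13 and the other clusters a like level, but it had 52.4 CPM there and 1.78 CPM in oligodendrocyte-like cluster 19. The UMIs came from 24 nuclei, of which 12 had at least 3, and 1 nucleus had 68. What stays open is that plasmids may be kept in electroporated neurons that do not divide. Nuclei of cluster 13 with transposase UMIs had more GFP than the others, with a log2 ratio of 4.70 [4.07, 5.34]. Foxr2 p53LOF had 1 transposase UMI, and the genotype remains an untested difference.

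The peak list of Foxr2 alone replicate 2 holds 1 peak on the Akaluc and GFP vector, from 3813 to 4725, while Foxr2 alone replicate 1 has 0. The report uses this list for the overlap of peaks only, and the signal on the vector is in data that its comparisons do not read. A peak on a vector needs counts, and the counts of this library were not analysed here, so neither depth nor the number of nuclei behind the peak was tested. No biological explanation was tested either, as both libraries belong to the same group.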

How the results depend on the processing

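Among 298 values recomputed under 22 alternatives, 162 belong to the results that answer a comparison. Of these, 112 stayed within their interval or within 1.5 times the count, and 50 moved further. Of the 136 values for single genes and classes, 100 stayed, 35 moved and 1 reversed. A value counted as reversed when its interval excluded 0 and its sign then changed, so sign changes of values whose interval included 0, such as Sox9 and Ets1 in Foxr2 alone, are among the moved. Except where a value or the alternative shows the reason, the cause was not tested. No paired analysis was possible because the comparisons of counts have 1 library per genotype and no test.

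The log2 ratio of Foxr2 in neuron-like nuclei ran from 2.09 to 2.28 over all alternatives but the limits on peak counts, which were added after the data were seen and gave 1.75. The same limits gave neuron-like 40.4% and glia-like 52.9% in Foxr2 alone, glia-like 46.5% and proliferating 6.54% in Foxr2 p53LOF. Minimums of 1000 genes and 1000 peak counts kept 5340 nuclei of Foxr2 alone, because they remove its shallow nuclei. They gave neuron-like 76.9% and glia-like 20.7% in Foxr2 alone, and 29.1% and 49.2% in Foxr2 p53LOF. Without doublet removal the neuron-like shares were 49.9% and 25.8%, in Foxr2 alone and Foxr2 p53LOF, and the glia-like share of Foxr2 p53LOF was 47.1%. Resolution 0.2 gave a glia-like share of 50.2% in Foxr2 p53LOF. The neuron-like share was higher in Foxr2 alone than in Foxr2 p53LOF under all of these alternatives. Restricting neuron-like nuclei to clusters with Foxr2 at 3 times the immune-like level gave no value, as no neuron-like cluster passed. In Foxr2 alone, where immune-like nuclei had 0 UMIs, the clusters were set against the floor, so this does not show that they lack Foxr2 above background. The log2 ratio of the panel of transcription factors ran from -1.99 to -1.95.

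For proliferation, at least 2 UMIs over 12 genes gave 8.63% in Foxr2 p53LOF and 6.35% in Foxr2 alone. Thinning to 2000 UMIs gave 11.02% and 0.654%, and no thinning gave 19.98% and 1.67%, since deeper nuclei hold more UMIs of any gene. The share stayed higher in Foxr2 p53LOF over all nuclei, but among glia-like nuclei at least 2 UMIs gave 12.5% against 16.7%.

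A filter at 50 CPM, by testing fewer genes, left 582 and 708 neuron-like genes past the 2-fold difference, higher in Foxr2 p53LOF and Foxr2 alone. It left 1254 and 1129 glia-like and 767 and 947 immune-like genes. No filter on CPM, by testing more genes, gave 2319 and 3230 neuron-like genes, 3723 glia-like genes higher in Foxr2 alone, and 3352 and 4123 immune-like genes. The p53 list had a negative median in neuron-like and glia-like nuclei under all alternatives tried for it. It moved to -0.45 and -0.53 in these classes with only genes of at least 10 CPM. In neuron-like nuclei it moved to -0.38 with a pseudocount of 0.1 CPM and to -0.091 with 5 CPM.

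The promoter of Dlx2 in Foxr2 alone reversed to -0.54 when measured as the share of nuclei with a count. This share is not scaled by depth. Neuron-like nuclei there had a median of 15514 ATAC counts against 7593 in glia-like nuclei, which lowers the ratio. Whether depth accounts for the whole reversal was not tested. With overlap over at least 50% of both peaks, the shared peaks of Foxr2 p53LOF replicate 1 were 61.8% with Foxr2 alone replicate 1 and 61.3% with replicate 2. Those of Foxr2 alone replicate 1 were 51.6% with Foxr2 p53LOF and 52.8% with replicate 2, and those of replicate 2 were 69.8% and 72.0% with Foxr2 p53LOF and replicate 1. With peaks filtered by chromosome, and by nuclei in both libraries with counts but not in Foxr2 alone replicate 2, the same shares were 65.5% and 69.6%, then 55.6% and 60.7%, then 65.8% and 67.7%. For chromosome dosage, the other reference left 0 pairs in Foxr2 p53LOF and 3 in Foxr2 alone, and peaks shared by both libraries left 7 in Foxr2 alone.

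Depth limits the immune-like nuclei of Foxr2 alone, which serve as background. They held 0 UMIs of Foxr2 in 569528, where 3 UMIs, the floor, would be 5.27 CPM, so a lower background of Foxr2 was not detectable at this depth. In the simulation, 289 unchanged genes went past the threshold in this class.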

Other observations

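The tests of tissue outside the telencephalon, of depth behind the low cortical genes, of cluster 9 behind the midbrain genes, of the p53 list without Cdkn1a, of free RNA of glia-like nuclei behind interferon-induced genes and of free RNA behind Mki67 and Top2a in immune-like nuclei were chosen only after the result was seen.

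Foxr2 and GFP were sparse in Foxr2 alone, where the vector UMIs may be free RNA spread over all nuclei. Then GFP would follow the depth of each nucleus, which predicts 10.1 nuclei with at least 3 GFP UMIs, but 98 such nuclei were found, with 54.1% of all GFP UMIs. Nuclei with both GFP and Foxr2 numbered 76 against 28.4 expected. This argues against free RNA as the only source. Of the 98 nuclei, 53 were neuron-like, 45 glia-like and 0 immune-like. In neuron-like nuclei of Foxr2 p53LOF 152 nuclei had at least 3 GFP UMIs against 156 expected, and in its immune-like nuclei 128 against 129 expected. The highest neuron-like nucleus there had 89 GFP UMIs and the highest immune-like nucleus 30, so single nuclei that hold the vector are not excluded. The genotype stays open as an untested reason for the difference between the libraries.

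Most genes of the cortical and striatal list were lower in neuron-like nuclei of Foxr2 p53LOF. A lower depth argues for fewer UMIs there, but the median was 9951 UMIs against 7304 in Foxr2 alone. A candidate explanation is that the Foxr2 p53LOF library holds tissue from outside the telencephalon. The 13 genes of the cortical and striatal list had a median log2 ratio of -2.77 (random lists -0.62 to 0.48), and 11 of them were lower. The midbrain list had a median of 2.81 (random lists -0.87 to 0.56), with 12 of 12 genes higher. Cluster 9 alone as the source of the midbrain genes would leave the list inside the random lists without it, but without cluster 9 the median was 2.38 (random lists -0.72 to 0.47), which argues against that. The thalamic list had 1.76 (random lists -0.80 to 0.66), with 9 of 10 higher. The hypothalamic list, of which 15 of 16 genes had UMIs, had 0.03, inside the random lists from -0.20 to 0.11. The hindbrain and spinal list had 0.11 (random lists -0.06 to 0.07), with 9 of the 10 genes that had UMIs higher, out of 15, but each had at most 7 UMIs. All signs of these medians held under TMM and size factors. Emx1 and Slc17a7 of the cortical and striatal list were also in the lists of the report. A further test asked whether glia that hold the vector may come from the same region. The list of 12 genes for glia outside the telencephalon had a median of 1.28 in astrocyte-like nuclei (random lists -1.06 to 0.67; 8 of 12 higher; 1.55 under TMM), but in COP-like nuclei of Foxr2 p53LOF over astrocyte-like nuclei of Foxr2 alone the median, 0.76, lay inside the random lists from -0.99 to 0.89. The labels give the tissue as brain, and the study describes Foxr2 p53LOF lesions as striatal, so the source of these neuron-like nuclei stays open. The effect of the genotype on the fate of the nuclei was not tested.

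Interferon-induced genes were higher in Foxr2 p53LOF in neuron-like, glia-like and immune-like nuclei. If the neuron-like part were free RNA of immune cells, neuron-like nuclei would hold these genes at the same percent of the immune-like level as immune markers. The median was 13.5% for the 20 interferon-induced genes, against 0.520% for the 9 immune markers, whose highest was 4.01%, which argues against free RNA of immune cells as the whole source. Free RNA of glia-like nuclei in neuron-like nuclei cannot be told apart from expression there. The list stood at a median of 9.27% of its glia-like level, between the vector RNAs Akaluc at 8.78% and GFP at 14.1%, and 8 of its 20 genes stood above GFP. An interferon response in nuclei of every class may also underlie the pattern. The list holds none of the genes named in the report, and it had median log2 ratios of 2.90 in neuron-like (20 of 20 genes higher), 5.16 in glia-like (20 of 20) and 2.44 in immune-like nuclei (19 of 20), above the random lists in each. TMM and size factors kept these signs. They moved the median of all genes from -0.13 to 0.18 and 0.20 in immune-like nuclei, and from 0.09 to 0.26 and 0.22 in glia-like nuclei. What brought the response was not tested, and the genotype stays open as an untested difference.

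Cdkn1a was higher in oligodendrocyte-like nuclei of Foxr2 alone, with 522 CPM against 20.1 CPM in Foxr2 p53LOF, a log2 ratio of -4.70 [-5.03, -4.38]. Stress during tissue handling cannot be told apart from none, because the 12 immediate early and heat shock genes went both ways and their median of -0.31 lay inside the random lists from -0.87 to 0.51. The same list had -0.16 in neuron-like nuclei, inside the random lists from -0.78 to 0.53. In immune-like nuclei it had 1.20, above the random lists from -0.82 to 0.68 and thus higher in Foxr2 p53LOF. A pair of explanations stays open. Lower activity of p53 targets as a group in Foxr2 p53LOF may be 1 of them, since the p53 list without Cdkn1a had a median of -0.61 (random lists -0.50 to 0.32; 16 of 21 genes lower; -0.55 under TMM). A glucocorticoid response in Foxr2 alone may be another, since the 14 glucocorticoid-induced genes had a median of -1.81 (random lists -0.45 to 0.56; 12 of 14 lower). That list also had medians of -0.90 in neuron-like nuclei, where 14 of 14 genes were lower, and -2.18 in immune-like nuclei, where 11 of 14 were. Signs held under TMM and size factors. For the p53 explanation, 0.787% of nuclei in oligodendrocyte-like cluster 3 of Foxr2 p53LOF had a vector ATAC count, against 1.22% of immune-like nuclei. Cdkn1a was also lower in immune-like nuclei. A loss of p53 in the oligodendrocyte-like nuclei is thus not shown. The handling and the state of the animals are in no label.

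Immune-like nuclei of Foxr2 p53LOF held UMIs of Mki67 or Top2a in 12.03% of nuclei after thinning. Free RNA would give oligodendrocyte-like nuclei of the same library a like share, but theirs was 2.91% [2.12, 3.89], which argues against it. That immune cells divided in this tumor is a candidate explanation. By cluster the share was 14.2% in cluster 0, 5.10% in cluster 5 and 20.6% in cluster 11. Unthinned, the immune-like share was 23.3%. The genotype stays open as an untested difference.

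The study's cell counts and shares were taken over other populations or by other measures, so no direction is given between them and the values here, which cover 16675 kept nuclei of 2 libraries out of 22125 barcodes of 3.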
